A study of Homo sapiens with 6 samples. Its data were reported in "PRDM16 acts as a therapeutic downstream target of TGF-β signaling in chronic kidney disease" (2025).

How the data were processed

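RNA was measured in HK-2 cells, an immortalised line of human proximal tubular epithelial cells, after 24 hours with TGF-β1 or without it. Poly(A) mRNA was captured on oligo(dT) beads, reverse transcribed with random hexamers and sequenced. Per the labels, the cells were maintained in medium with fetal bovine serum. The methods of the study describe the TGF-β treatment as serum-free. Whether the control cells were also kept without serum is not stated.

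The authors removed adapter and low-quality reads. The aligner, the counting program and the annotation release are not stated for these libraries. Per the file headers, each library has raw counts per gene, and the deposited tables also give TPM and FPKM values computed by the authors. Each table listed 42095 entries, of which 41497 carried a gene name and 598 were loci without one. The names and coordinates were those of RefSeq on GRCh38. By name and chromosome, 34364 entries matched a RefSeq gene table of this assembly, 71.5% of them with the same start and 94.7% with a start within 2 kb. TPM and FPKM were recomputed from the counts and the gene lengths and differed from the deposited values by at most 3.6e-06. Each table held 7 records broken over several lines, which were rejoined.

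Total counts per library ranged from 21.9 to 26.9 megacounts (M). All tests used the raw counts of named genes. Loci without a name held 0.396% to 0.464% of the counts and were left out of the tests and of the library sizes. They were tested in a second edgeR fit of named genes and unnamed loci together. Its library sizes, TMM scaling and adjustment of p values were computed over both. The CPM values of these loci used the scaling of the named genes. No mitochondrially encoded gene was listed, so a planned gene set of these genes could not be tested. Another 4519 named entries lay on alternate contigs, which are extra copies of parts of the reference genome, and 2175 names had more than 1 entry. Each entry was tested as listed. Where reads match both a gene and such a copy, the value of the gene is uncertain.

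Libraries were grouped by the treatment in their labels, with 3 control and 3 TGF-β1 libraries. Genes were kept with filterByExpr of edgeR 4.0.16 at its default minimum count of 10, and 14860 genes were tested. Counts were scaled with TMM, and groups were compared with the edgeR quasi-likelihood F test with robust dispersion, which is two-sided. P values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called changed at an adjusted p under 0.05, and changed 2-fold when the log2 fold change was also at least 1 in size. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM values were computed with the TMM-scaled library size. Other software was R 4.3.3, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.

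For members of the PRDM family under the count filter, reads were summed per group and compared by the exact conditional binomial test and by the exact permutation test of CPM, both two-sided. With 3 libraries against 3, the smallest p of the permutation test is 0.1. Intervals of read ratios are 95% exact binomial intervals. They cover counting error only, since PCR copies of a molecule could not be told from separate molecules.

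Gene sets were tested with camera of limma at a preset correlation of 0.01 between genes, on log2 CPM with a prior count of 2. The fry test and camera with an estimated correlation were run beside it. Camera asks whether a set shifts more than the other genes, whereas fry asks only whether its members shift. Where many genes change, fry can pass sets with a slight shift, so it is not a check of camera. The sets were collagens, other extracellular matrix (ECM) genes, nuclear genes of oxidative phosphorylation (OXPHOS), fatty acid oxidation genes, TGF-β response genes, epithelial-to-mesenchymal transition (EMT) markers and proximal tubule genes, with adjustment over these 7 sets. Lists of sterol synthesis and proliferation genes served as checks. Besides the members of the lists, genes were named by a fixed rule. The rule took the 6 largest rises and the 6 largest falls among called genes with a mean of at least 5 CPM and no overlap between groups, and the 3 genes with the smallest p in each direction. Some genes of the lists and of this rule are not reported here. The tests, gene lists, naming rule and most alternatives were fixed before the data were examined.

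Data were simulated from these libraries with 200 of 14860 genes changed, each by more than 2-fold, and with genes drawn independently. The edgeR test recovered 94.5% of the changed genes, and 4.55% of its calls were unchanged genes. On the same data DESeq2 recovered 89.0% and limma-voom recovered 95.0%. A simulated set raised by 0.5 was recovered at a mean of 0.494, and 0 of 20 unchanged sets had a camera p under 0.05. In the real data 44.3% of the genes were called, most of them under 2-fold, and genes of a set can be correlated. The simulated rates therefore cover only few, large changes in independent genes.

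The alternatives tried were DESeq2, limma-voom, RLE size factors, scaling by total counts only, all genes with a count, genes with a mean of at least 50 counts, a test against the 2-fold limit itself (glmTreat), prior counts of 0.5 and 2, a replicate block, and leaving out each library in turn. After the data were seen, 3 more were added, namely names with 1 entry only, entries of a name summed, and offsets for gene length and GC content. GC content was that of the longest GENCODE transcript of each name and was known for 90.9% of the genes tested.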

Results

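RNA-seq was performed on HK-2 cells with or without TGF-β1 to measure the transcriptional response of tubular epithelial cells to this profibrotic cytokine. The study used these libraries to search the PRDM family, a group of transcription regulators, for members that respond to TGF-β. There were 3 control and 3 TGF-β1 libraries, all collected at 24 hours. Control libraries had 22.02, 23.7 and 22.5 M counts, with a mean of 22.7 ± 0.841 M (SD, n = 3). TGF-β1 libraries had 26.9, 25.3 and 21.9 M counts, with a mean of 24.7 ± 2.53 M (SD, n = 3). Between 20911 and 22049 genes had a count in a library. FN1 was the most abundant gene in every library, with 1.62% to 1.69% of counts in control and 2.73% to 3.20% after TGF-β1.

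The libraries separated by treatment. Across genes, the Pearson correlation of log2 CPM was 0.991 to 0.992 within control, 0.989 to 0.991 within TGF-β1 and 0.961 to 0.966 between groups. Genes are not independent replicates, so these correlations carry no p-value. The first principal component held 69.7% of the variance and separated the groups. The second component held 9.94% and placed TGF-β1 replicate 1 at 26.9, apart from TGF-β1 replicates 2 and 3 at -13.2 and -15.1. The control libraries lay between -12.6 and 9.41 on it. The labels give no sequencing date or batch.

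To find the genes that changed, the groups were compared with edgeR across 14860 genes. TGF-β1 raised 547 genes and lowered 800 genes at least 2-fold at an adjusted p under 0.05. Without the limit on fold change, 3294 genes were higher and 3288 were lower, which is 44.3% of the genes tested. The 3 TGF-β1 values lay entirely above or below the 3 control values for 8259 genes, or 55.6%, where chance gives 10%. The balance of directions depended on scaling. With total counts only, the median log2 fold change of all genes moved by -0.11 and 2130 genes were higher. Gene names with more than 1 entry accounted for 79 of the 1347 genes changed 2-fold.

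**Figure D1:**
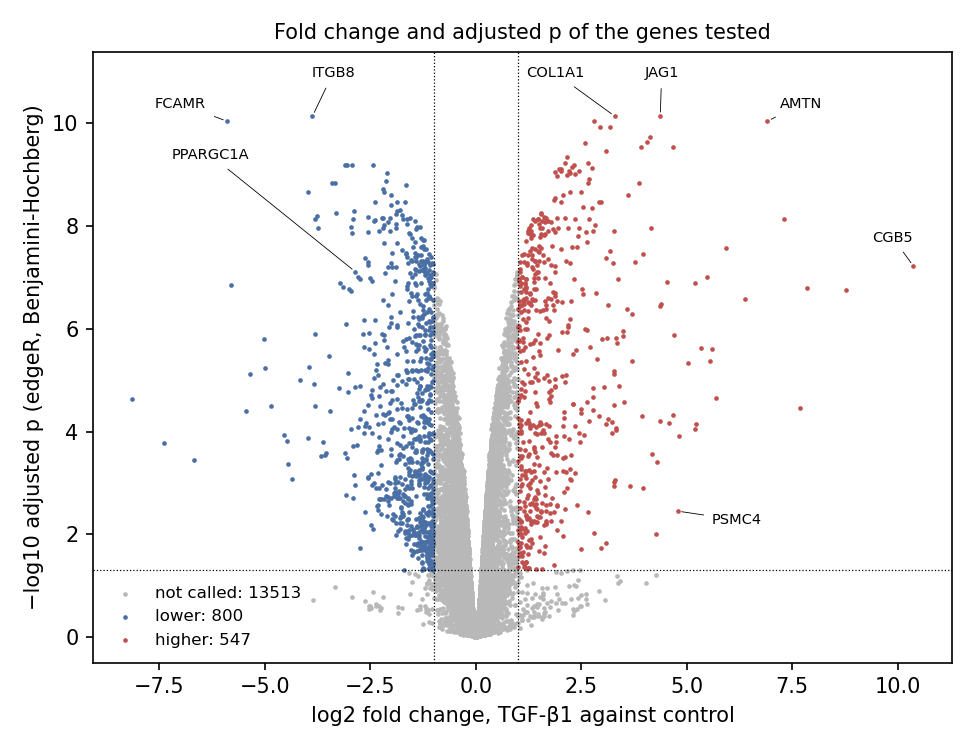
Each point is 1 of the 14860 genes tested, with the log2 fold change of TGF-β1 against control on the x axis and the negative log10 of the edgeR adjusted p on the y axis. Red points are the 547 genes higher and blue points the 800 genes lower at least 2-fold, gray points are not called, and dotted lines mark the limits of log2 fold change and adjusted p.

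Among the largest rises by the fixed rule, 3 lay in or beside the chorionic gonadotropin beta cluster of chromosome 19. CGB5 (gene-CGB5, GRCh38 chromosome 19, 49043848 to 49045311) had 2 reads in control and 3219 after TGF-β1. Its read ratio was 1480 with a 95% exact interval from 409 to 12228, and its fitted log2 fold change was 10.38 ± 0.32 (SE). CGB8 (gene-CGB8, chromosome 19, 49047638 to 49049111) rose from 0.326 ± 0.0613 to 52.2 ± 9.09 CPM (SD, n = 3). The CGB genes are close paralogs, so the split of reads between them is uncertain. NTF4 (gene-NTF4, chromosome 19, 49058284 to 49065076) rose from 1.08 ± 0.132 to 27.8 ± 1.46 CPM. AMTN (gene-AMTN, chromosome 4, 70518569 to 70532743) rose from 2.25 ± 0.298 to 273 ± 30.8 CPM, with a log2 fold change of 6.92 ± 0.12 (SE) and an edgeR adjusted p of 9.1e-11. PSMC4 (gene-PSMC4, chromosome 19, 39971150 to 39981764) rose from 1.79 ± 0.521 to 49.8 ± 21.6 CPM, but its name has a copy on an alternate contig and its value is uncertain.

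The largest falls were those of FCAMR, ABCA12, ITGB8, LINC02274, SYT16 and SAA2. FCAMR (gene-FCAMR, chromosome 1, 206957955 to 206970657) changed from 42.8 ± 1.49 to 0.709 ± 0.152 CPM, a log2 fold change of -5.89 ± 0.11 (SE). ITGB8 (gene-ITGB8, chromosome 7, 20329819 to 20415754), which encodes an integrin subunit, changed from 224 ± 4.45 to 15.3 ± 0.874 CPM with a log2 fold change of -3.87 ± 0.06 and an edgeR adjusted p of 7.2e-11. The log2 fold change was -3.99 for ABCA12 (gene-ABCA12, chromosome 2, 214931542 to 215138626), -3.82 for LINC02274 (gene-LINC02274, chromosome 14, 73822559 to 73830135) and -3.76 for SYT16 (gene-SYT16, chromosome 14, 61812162 to 62112825). It was -3.40 for SAA2 (gene-SAA2, chromosome 11, 18238236 to 18248668), which has a close paralog in SAA1 and is uncertain for that reason. The smallest p-values among rising genes belonged to COL1A1, JAG1 and AMTN, and among falling genes to ITGB8, FCAMR and GPAT3. JAG1 (gene-JAG1, chromosome 20, 10637684 to 10673999), a Notch ligand, rose from 58.6 ± 2.04 to 1215 ± 96.9 CPM. GPAT3 (gene-GPAT3, chromosome 4, 83535634 to 83605875) had a log2 fold change of -2.92 ± 0.08. All of these named genes kept their direction and their side of the threshold in the 5 alternatives run for single genes and in each fit without 1 library.

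To examine the PRDM family, all 17 members were taken from the files. Of these, 10 passed the count filter and 3 were called at an adjusted p under 0.05. PRDM10 (gene-PRDM10, chromosome 11, 129899711 to 130003097) had a log2 fold change of -0.21 ± 0.07 (SE, edgeR adjusted p 0.0327), and ZNF408 (gene-ZNF408, chromosome 11, 46701031 to 46705912) had 0.50 ± 0.09 (edgeR adjusted p 0.0011). The number was also 3 when adjusted over the list alone, which is not independent evidence since the study chose from this family on these libraries. Under total counts only, 5 members were called, with PRDM4 at -0.25 and PRDM15 at -0.18 added. PRDM10 was not called by DESeq2, in the fit of all genes with a count (edgeR adjusted p 0.056), nor without control replicate 2 (-0.18), control replicate 3 (-0.21) or TGF-β1 replicate 1 (-0.18). PRDM8 was called only without TGF-β1 replicate 1, at -1.12. The tested members that were not called had log2 fold changes from -0.67 to 0.06.

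PRDM16 (gene-PRDM16, chromosome 1, 3069203 to 3438621) was close to the limit of detection. Its counts were 3, 0 and 1 in control and 0, 0 and 1 after TGF-β1, so 4 of 67.9 M reads in control and 1 of 73.8 M after TGF-β1 came from this gene. The read ratio was 0.248, with a 95% exact interval from 0.00503 to 2.50. The exact conditional p was 0.217 and the exact permutation p was 0.7. With 5 reads in all, the smallest p that the conditional test can give is 0.0305. PRDM16 did not pass the count filter. In a fit without the filter its log2 fold change was -1.67 ± 1.48 (SE), and it ranged from -3.59 to -0.42 when 1 library was left out. Without control replicate 1 it was -0.42. A change of PRDM16 was therefore not detected in these libraries. In the deposited FPKM values, PRDM16 had the lowest ratio of TGF-β1 to control in the family, at 0.252, followed by PRDM12 at 0.507. Without control replicate 1 the ratio of PRDM16 was 0.685, with rank 4 from the lowest. Of the other members under the filter, PRDM1 (gene-PRDM1, chromosome 6, 106046729 to 106109938) had 15 reads in control and 35 after TGF-β1, a ratio of 2.31 with a 95% exact interval from 1.23 to 4.56. Its exact conditional p was 0.00663 and its exact permutation p was 0.1. In the fit of all genes with a count PRDM1 was called, at 1.21 with an edgeR adjusted p of 0.0457. PRDM6 had 17 and 27 reads and PRDM12 had 15 and 8 reads. PRDM7 had 1 read after TGF-β1, and PRDM9 and PRDM14 had none.

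**Figure D2:**
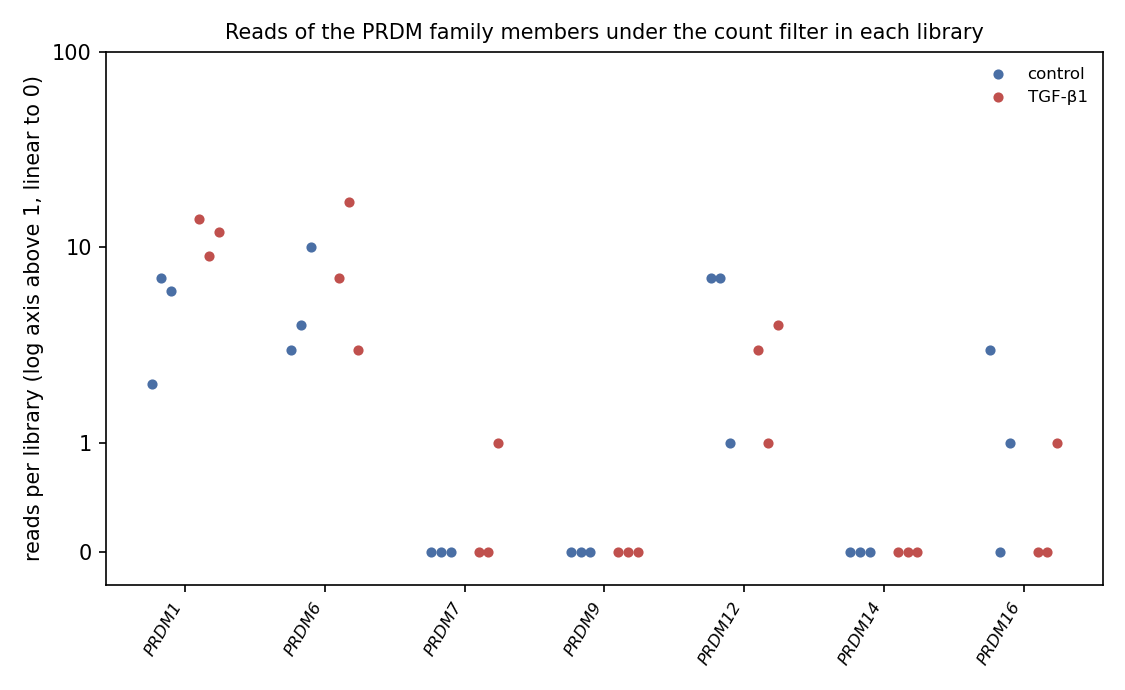
Each point is the number of reads in 1 library of a PRDM family member under the count filter, with blue for control and red for TGF-β1, on an axis that is logarithmic above 1 and linear down to 0. PRDM16 has 4 reads over the 3 control libraries and 1 read over the 3 TGF-β1 libraries, whereas PRDM1 has 15 and 35 reads.

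Genes named in the study were examined as a list of 18. Most were measured there in HK-2 cells, whereas COL3A1 and VIM were measured in mouse kidney and PPARA was only discussed. Of these, 15 passed the count filter and 10 were called, 5 higher and 5 lower, and the number was also 10 when adjusted over the list alone. PPARGC1A (gene-PPARGC1A, chromosome 4, 23792021 to 24472905), which encodes PGC-1α, changed from 7.04 ± 0.572 to 0.970 ± 0.0204 CPM (SD, n = 3). Its log2 fold change was -2.85 ± 0.15 (SE), and all 3 TGF-β1 libraries were lower. SMAD3 (gene-SMAD3, chromosome 15, 67065602 to 67195195) changed from 415 ± 0.940 to 192 ± 11.41 CPM, a log2 fold change of -1.11 ± 0.06. FN1 (gene-FN1, chromosome 2, 215360862 to 215436167) rose by 0.98 ± 0.08, from 15997 ± 272 to 31566 ± 2897 CPM. COL1A1 (gene-COL1A1, chromosome 17, 50184096 to 50201649) rose by 3.30 ± 0.06, from 24.0 ± 0.367 to 236 ± 8.37 CPM. COL3A1 rose by 2.78, CARMIL2 by 1.73 and VIM by 0.85, and COL3A1 reached only 1.40 CPM after TGF-β1. CASK, CPT1A and VCL had log2 fold changes of -0.53, -0.22 and -0.20. The call of CPT1A was lost without control replicate 1 (-0.19) or control replicate 2 (-0.22). PPARG, TFAM, TLN1 and PPARA were not called, with log2 fold changes of 0.09, 0.08, 0.11 and -0.16, and the sign of the first 3 changed under total counts only. TLN1 was called without TGF-β1 replicate 1, at 0.13. HRAS (gene-HRAS, chromosome 11, 532242 to 535576) was not called and is uncertain. It had 6, 55 and 67 reads in control and 193, 22 and 140 reads after TGF-β1, and its name has a copy on an alternate contig. ACOX2, ACTA2 and PRDM16 did not pass the filter.

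**Figure D3:**
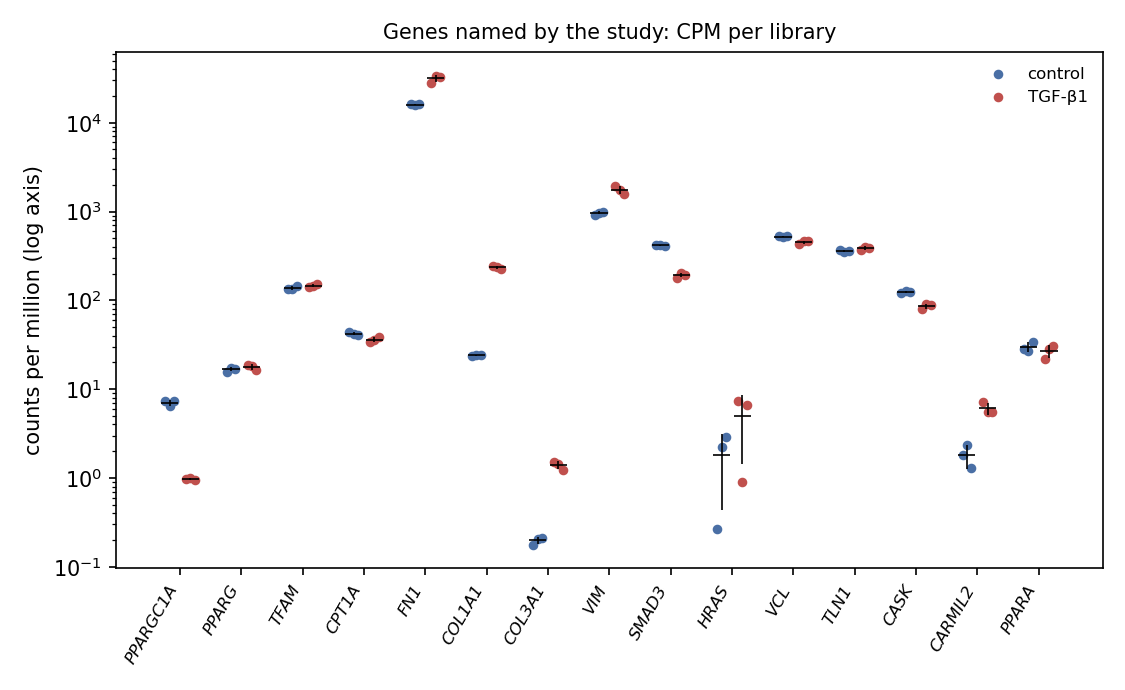
Points are the CPM values of each library, on a logarithmic axis, for the 15 genes of the study that passed the count filter, with blue for control and red for TGF-β1. Horizontal lines are group means and vertical lines are 1 SD (n = 3), and the 3 TGF-β1 values of PPARGC1A lie near 0.970 CPM against a control mean of 7.04 CPM.

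Gene sets were then compared. TGF-β response genes rose by a mean of 1.73 on the log2 scale, with 18 of 18 tested members called higher and a camera adjusted p of 9.0e-15. The smallest rise, that of CDKN1A at 0.26, was not called by DESeq2 (0.27), with total counts only (0.16), or without control replicate 1 (0.26), control replicate 2 (0.29), control replicate 3 (0.24) or TGF-β1 replicate 1 (0.16). Collagens rose by a mean of 0.58 (camera adjusted p 0.0139), with 14 members called higher and 7 called lower of 25 tested. EMT markers rose by a mean of 0.72 (camera adjusted p 0.0154), with 8 called higher and 3 called lower of 13 tested. This list mixes mesenchymal markers with epithelial ones such as EPCAM, KRT8, KRT18 and TJP1. Its members were expected to go both ways, so the mean and its p are not read as a shift toward EMT. SNAI1 rose by 2.23, MMP2 by 3.77 and CDH2 by 1.05, whereas EPCAM had -1.25. ZEB2 and TWIST1, which encode mesenchymal regulators, were called lower at -0.24 and -0.31. The call of TWIST1 was lost by DESeq2 and in 5 of the 6 fits without 1 library, and kept only without TGF-β1 replicate 1 (-0.40). That of ZEB2 was lost without control replicate 1 (-0.23) or control replicate 3 (-0.22). SNAI2, called at 0.36, lost its call with total counts only (0.26), without control replicate 3 (0.26) and without TGF-β1 replicate 2 (0.35). KRT8 and KRT18 rose by 0.65 and 0.58, and these genes overlap on chromosome 12. TJP1 was not called at 1.10, and without TGF-β1 replicate 3 it was called at -0.71. CDH1 did not pass the filter. Proximal tubule genes fell by a mean of 0.45 (camera adjusted p 0.0452), with 3 called higher and 7 called lower of 11 tested, from VCAM1 at -2.96 and HAVCR1 at -1.33 to AQP1 at 2.10. HAVCR1 and VCAM1 mark injured tubular cells, and without these 2 genes, left out after their values were seen, the mean of the other 9 was -0.080 and the median was -0.57. The camera p of these 9 genes was 0.198, whereas their fry p was 4.1e-05, both unadjusted. The call of the full set was lost without control replicate 2, control replicate 3 or TGF-β1 replicate 3, at adjusted p values from 0.0411 to 0.0624 over the 6 fits without 1 library. All 4 of these calls held under fry, which does not compare a set with the other genes. Only that of the TGF-β response genes held under camera with an estimated correlation, at an adjusted p of 0.0128. When adjusted over the list alone, called members numbered 18 TGF-β response genes, 22 collagens, 11 EMT markers and 10 proximal tubule genes.

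The sets linked to mitochondria showed no fall that passed the threshold under either scaling. The mean of 76 nuclear OXPHOS genes was 0.11 (camera adjusted p 0.0846), with 14 called higher and 2 called lower. When adjusted over the list alone, 6 were called. The mean was 0.0023 with total counts only, and it ranged from 0.057 to 0.15 in the fits without 1 library. The adjusted p was 0.0454 without control replicate 1 and 0.00526 without TGF-β1 replicate 2. The largest values in this set, those of UQCRC2 at 2.61 and NDUFS1 at 2.49, were not called and belong to names with copies on alternate contigs. Without such names the mean was 0.07. The mean of 23 fatty acid oxidation genes was 0.076 (camera adjusted p 0.287), with 8 called higher and 4 called lower, and it was -0.032 with total counts only. For other ECM genes the mean was 0.23 (camera adjusted p 0.287), with 19 called higher and 13 called lower of 42 tested, from LAMA3 at -2.08 to TGFBI at 2.33. When adjusted over the list alone, 12 fatty acid oxidation genes and 34 other ECM genes were called. Both of these sets passed the threshold under fry, at adjusted p values of 0.00581 and 1.3e-04.

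**Figure D4:**
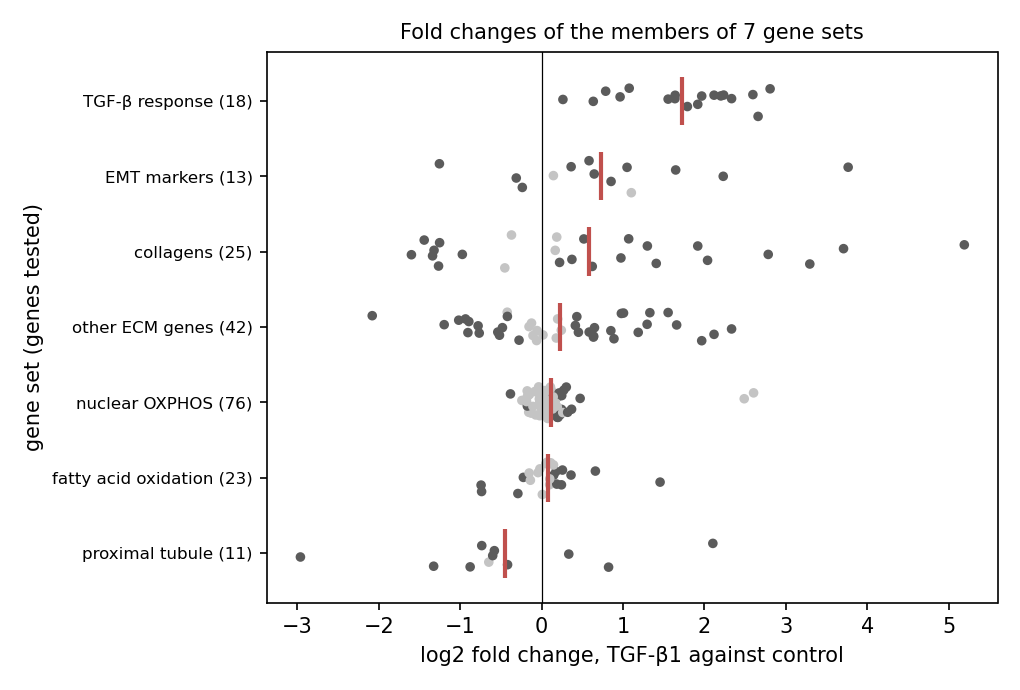
Each point is the log2 fold change of TGF-β1 against control for a tested member of a gene set, dark where the edgeR adjusted p is under 0.05 and light otherwise, with vertical scatter added for legibility. Red bars are the set means, which run from -0.45 for 11 proximal tubule genes to 1.73 for 18 TGF-β response genes, and the OXPHOS bar at 0.11 falls to 0.0023 with total counts only.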

Values the study reported

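The study gives 5 ng/mL TGF-β for its treatment of HK-2 cells in general and 10 ng/mL for the assay of oxygen consumption. Cells for sequencing were exposed for 24 hours, at a dose that its sequencing methods do not state. For the comparison within the PRDM family in these libraries, its text states that PRDM16 showed the greatest decline and gives no fold change. Its discussion also reports that PRDM1 rose significantly in a screen of the family, and gives reasons for following PRDM16 instead. Whether that screen was this sequencing is not stated there.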

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

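The test of mitochondrial RNA in this part was chosen only after the result was seen, whereas the test of neighboring genes was fixed before its result.

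The comparisons of named genes did not use 598 loci that the files list without a name. Of these, 496 passed the count filter, and some differed between control and TGF-β1 libraries in the edgeR fit of named genes and loci together. At an adjusted p under 0.05 and at least 2-fold, 32 unnamed loci were higher after TGF-β1 and 36 were lower. Without the limit on fold change, 77 were higher and 91 were lower. The locus on chromosome 9 at 111939916 to 111952697 changed from 126 ± 7.54 to 27.9 ± 1.195 CPM, a log2 fold change of -2.19. The locus on chromosome 5 at 86996020 to 87002589 rose by 3.61, from 1.61 ± 0.273 to 19.8 ± 1.24 CPM. Both were singled out after their values were seen. The locus on chromosome 5 overlaps the noncoding RNA gene AC109492.1 of GENCODE v29, and 37 of the 68 changed loci overlap a gene of that annotation.

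A candidate explanation is that part of these loci are unlisted ends of the nearest named gene, which would change together with it. Among the 68 changed loci, 34 had a tested gene within 100 kb. Across these 34 pairs, Spearman's rho between the fold change of the locus and that of its neighbor was 0.822, with a permutation p of 1e-04, the smallest that 10000 resamples can give. The sign was the same in 33 of the 34 pairs, and 12 neighbors were themselves called 2-fold in the same direction. The locus on chromosome 1 at 206980896 to 206982768, with a log2 fold change of -7.01, lies 10239 bases from FCAMR. These values go with unlisted transcript ends, but shared regulation of separate neighboring transcripts would give the same correlation and remains open. Loci are not independent replicates. For 2 of the 34 pairs the neighbor was not called. The fall on chromosome 9 was larger than that of its neighbor UGCG at -0.35, so an end of UGCG alone would not carry it.

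The second signal outside the named genes was a locus on the mitochondrial genome at positions 1 to 403, within the control region. No other mitochondrial entry is listed in the files. The locus rose from 40.03 ± 3.74 to 68.2 ± 8.60 CPM (SD, n = 3), and all 3 TGF-β1 libraries were higher. Its log2 fold change was 0.76, with an edgeR adjusted p of 2.2e-04. More mitochondrial RNA in the treated libraries is a candidate explanation. If so, loci at nuclear copies of mitochondrial genes, which can take such reads, would rise as well. Of the 2 such loci on chromosome 1, 0 had all TGF-β1 libraries above all control libraries, and their log2 fold changes were 0.13 and -0.16. At an unadjusted p, neither was under 0.05, at 0.288 and 0.553 in edgeR. These loci had 91.5 and 274 CPM in control. Whether their reads come from mitochondrial RNA or from the nuclear copies is not known, so a rise of the control region by the treatment and a rise of mitochondrial RNA cannot be told apart here. Poly(A) capture and library preparation of the 6 libraries were not tested as a source.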

How the results depend on the processing

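The tests with names of 1 entry, with entries of a name summed, and with offsets for length and GC content were chosen after seeing the data.

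The counts of genes changed 2-fold stayed within 1.5 times under DESeq2 (585 higher, 752 lower), RLE size factors (543, 805), total counts (463, 958), all genes with a count (718, 1099), limma-voom (533, 800), names with 1 entry (499, 781), summed entries (530, 789) and offsets (485, 629). Among genes shared with these settings, 0 were called in opposite directions. They were fewer among the 11979 genes with a mean of at least 50 counts, at 346 higher and 421 lower, since fewer genes were tested. They were also fewer under glmTreat, at 320 and 337, since it tests against the limit itself. With total counts only, genes higher at any size numbered 2130, since the scaling moved every gene down. Without 1 library, 555 to 579 genes were higher and 760 to 873 were lower at 2-fold.

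The correlations of deviations between control and TGF-β1 libraries of the same replicate number were 0.111, -0.012 and 0.076. Between libraries of different numbers they ran from -0.149 to 0.088. Correlations this low cannot show whether the replicates were run as pairs, so pairing remains open. With a replicate block, 554 genes were higher and 805 were lower at 2-fold, and 1321 of the 1347 genes were shared.

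Total counts raised the PRDM family calls from 3 to 5, DESeq2 gave 2, and without 1 library they were 2 or 3. The study genes called numbered 10 under the 8 alternatives run for them and 9 to 11 without 1 library. The depth of 5 reads limits PRDM16. Its log2 fold change was -1.14 and -0.52 with prior counts of 0.5 and 2, and -1.94 under DESeq2.

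With an estimated correlation, adjusted p values rose to 0.212 for collagens (mean 0.58), 0.158 for EMT markers (0.72) and 0.186 for proximal tubule genes (-0.45). Over the 8 alternatives run for gene sets the adjusted p ranged from 9.2e-06 to 0.212, from 9.2e-06 to 0.158 and from 6.3e-06 to 0.186. Fry brought other ECM genes (0.23, adjusted p 1.3e-04, range to 0.433) and fatty acid oxidation genes (0.076, 0.00581, range to 0.591) past the threshold. The proximal tubule call was lost with total counts (-0.55, adjusted p 0.126), names with 1 entry (-0.45, 0.0785) and summed entries (-0.41, 0.0748). It was kept among genes with a mean of at least 50 counts (-0.91, 0.00263) and with offsets (-0.46, 0.0264), and without 1 library its mean ranged from -0.48 to -0.41. OXPHOS genes ranged from 0.057 to 0.15 without 1 library and passed the threshold in 2 of these fits. The cause was not tested. The TGF-β response set kept its call in these 8 alternatives.

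Values near 0 changed sign with total counts, as the shift of -0.11 implies. These were fatty acid oxidation genes (-0.032), PRDM2 (-0.048), PRDM11 (-0.080), PRDM13 (-0.089), PPARG (-0.018), TFAM (-0.032) and TLN1 (-0.0030). PRDM13 was also -0.0027 under limma-voom and -0.0015 with the block. Without 1 library, PRDM13 ranged from -0.19 to 0.16, PRDM11 from -0.047 to 0.067 and TJP1 from -0.71 to 1.57. Of 81 named genes, 64 never changed sign or call, 7 changed sign, 6 lost a call and 5 gained one with the same sign in at least 1 setting. TJP1, counted among those that changed sign, also gained a call without TGF-β1 replicate 3.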

Other observations

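The tests of counting noise for PRDM16 and of its rank in the family, of length and GC content, of copies on alternate contigs including that for PSMC4, of CGB paralogs and of OXPHOS genes beside PPARGC1A were chosen only after the result was seen.

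Of the 10 splits of the 6 libraries into 3 and 3, only 1, the split by treatment, gave 1347 genes changed 2-fold or more of them. The number was 1 of 10 as well for genes of any size, the PRDM family, the study genes, collagens, TGF-β response genes, EMT markers and proximal tubule genes. It was 3 of 10 for other ECM genes, 4 of 10 for fatty acid oxidation genes and 7 of 10 for OXPHOS genes. The share cannot go below 0.1 with 3 libraries against 3. The 9 other splits gave 0 called genes, and between 88 and 530 genes at an unadjusted p under 0.05, against 7690 in the real split. For OXPHOS genes, the smallest camera p of another split was 5.7e-13, against an unadjusted camera p of 0.0605 in the real split. A camera p ranks a set against the other genes, so it does not measure how far the set varied between libraries or treatments.

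Several technical differences were tested as a source of the called genes. Library size alone would need the groups to differ in depth. The lowest total of a TGF-β1 library was 21.85 M counts in named genes, against 21.92 to 23.6 M in control, so the groups overlapped. After thinning all libraries to the smallest total, 1348 genes were called 2-fold, and 1301 of the 1347 genes were shared. After offsets for length and GC content, 1070 of the 1118 called genes with a known GC content were still called. These values argue against depth and against length or GC content as the whole source. A few abundant genes took more of the counts after TGF-β1, with 14 genes at 6.03% in control and 8.46% after treatment. This could account for part of the shift of the median under total counts. Without these genes in the totals, a shift of -0.0693 of -0.107 remained, so they were not its whole source.

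TGF-β1 replicate 1 lay apart from replicates 2 and 3. A library effect of length or GC content is a candidate explanation. Across genes, its difference from replicate 2 had a Spearman's rho of -0.39 with length and 0.36 with GC content, and the largest size was 0.392. Between control libraries the rho with length was at most 0.157 in size, so the trend with length stood apart. The rho with GC content reached 0.352 there, so the trend with GC content did not. A stronger or weaker response would make its difference from replicate 2 follow the fold change seen in replicate 3. That rho was 0.02, which argues against it. Genes are not independent replicates, and no batch label was given to test further.

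Gene names with several entries had a wide spread between replicates. For 303 such genes the median coefficient of variation was 0.294, against 0.0997 in genes with 1 entry at the same mean CPM, a ratio of 2.952. Reads shared with a copy on an alternate contig may be the source. Sequence variants in the MHC region on chromosome 6 would be another, but the ratio was 2.966 without that chromosome, which argues against it. HRAS, TJP1, NDUFS1 and UQCRC2 are among these names, and their values cannot be taken as expression levels. POLR2A, picked after its values were seen, had 0.381 CPM in control at its place on chromosome 17 and 22.3 CPM on a contig. PSMC4 encodes a proteasome subunit made in step with the others. Its CPM in control was 1.52% of the median of the other 5 PSMC genes, which ranged from 65.8 to 147 CPM, and 35.9% after TGF-β1. The log2 fold changes of the other 5 were 0.15 to 0.30. Lost reads are consistent with these values, and the large rise of PSMC4 is likely not a change of that size in the cell. Why the loss would differ between groups was not tested.

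The rise of the CGB genes was examined as a cluster. Reads moved between paralogs could raise single genes but not their sum. The 6 CGB genes together had 123 reads in control and 9126 after TGF-β1, from 1.74 ± 0.1247 to 127 ± 16.8 CPM, a log2 ratio of 6.189. A gain of copies of the wider region would raise its neighbors, but the median log2 fold change of the 20 nearest tested genes was -0.234. LHB at 4.53, KCNA7 at 3.53 and LOC101059948 at 5.602 rose with the cluster and NTF4, whereas RUVBL2 at 0.17 and SNRNP70 at 0.0082 on either side were not called. These values argue against reads moved between paralogs and against a gain of copies that reaches RUVBL2 or SNRNP70. A gain limited to the genes that rose, made during treatment, would need a log2 ratio of 6.189 within 24 hours. It would also have to arise in each TGF-β1 library and in no control. The size and the short time argue against such a gain. Copies were not measured, and an earlier difference between the cells of the 2 groups was not tested. LHB is itself a paralog of the CGB genes, so its own share of reads is uncertain. A hypothesis, found and tested on the same data, is that TGF-β1 may activate a bounded domain of chromosome 19 that spans LHB, the CGB genes, NTF4 and KCNA7.

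For PRDM16, counting noise of a few reads could not be excluded as the source of its lower value, with an exact conditional p of 0.217. Of 492 genes with 5 reads in all, 34.8% had at least 4 of them in control, where counting noise alone gives 18.5%. The rank of PRDM16 as the lowest FPKM ratio in its family may come from picking the lowest among members with few reads. The reads of the 4 members under the filter with at least as many reads as PRDM16 were redrawn 10000 times with no effect of treatment. A member was at or under its ratio in 19.05% of draws, against 18.4% for PRDM16 alone. With the 5 members that had any read it was 58.7%, but that share rests on PRDM7, whose single read falls in control in about as many draws as not. With 5 reads the picking of a low ratio and a fall cannot be told apart. A fall of PRDM16 is left open by these libraries, as they do not show it either way. Apart from the sequencing, the study reports lower PRDM16 mRNA by quantitative PCR and lower protein in HK-2 cells after TGF-β. Those measurements were not examined here.

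PPARGC1A had a log2 fold change of -2.85, and a lower PGC-1α transcript might be followed by lower nuclear OXPHOS transcripts within 24 hours. The mean change of 76 OXPHOS genes was 0.11. Mean log2 CPM was 5.94 to 6.01 in control and 5.99 to 6.17 after TGF-β1, so the groups overlapped and the set varied between libraries. A delayed or small fall, and one masked by other inputs, cannot be told apart from no effect. Proteins and mitochondrial transcripts were not analysed here.

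If serum had been kept in the medium of the control cells only, sterol synthesis genes might rise as a set in the treated cells. The mean of 24 sterol synthesis genes was -0.0032 with a camera p of 0.766, and 6 were called higher and 5 lower, so members went both ways and a difference in serum remains open. The largest rise, that of FDFT1, belongs to a name with a copy on an alternate contig. Among the 22 members whose names have 1 entry the mean was -0.029, with 5 called higher and 4 lower. The mean of 30 proliferation genes was 0.0033 with a camera p of 0.71, and 4 were called higher and 5 lower.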
